# Characterization of Arginase Expression in Glioma-Associated Microglia and Macrophages

**DOI:** 10.1371/journal.pone.0165118

**Published:** 2016-12-09

**Authors:** Ian Zhang, Darya Alizadeh, Junling Liang, Leying Zhang, Hang Gao, Yanyan Song, Hui Ren, Mao Ouyang, Xiwei Wu, Massimo D’Apuzzo, Behnam Badie

## Abstract

Microglia (MG) and macrophages (MPs) represent a significant component of the inflammatory response to gliomas. When activated, MG/MP release a variety of pro-inflammatory cytokines, however, they also secrete anti-inflammatory factors that limit their cytotoxic function. The balance between pro and anti-inflammatory functions dictates their antitumor activity. To evaluate potential variations in MG and MP function in gliomas, we isolated these cells (and other Gr1^+^ cells) from intracranial GL261 murine gliomas by FACS and evaluated their gene expression profiles by microarray analysis. As expected, arginase 1 (Arg1, M2 marker) was highly expressed by tumor-associated Gr1^+^, MG and MP. However, in contrast to MP and Gr1^+^ cells that expressed Arg1 shortly after tumor trafficking, Arg1 expression in MG was delayed and occurred in larger tumors. Interestingly, depletion of MPs in tumors did not prevent MG polarization, suggesting direct influence of tumor-specific factors on MG Arg1 upregulation. Finally, Arg1 expression was confirmed in human GBM samples, but most Arg1^+^ cells were neutrophils and not MPs. These findings confirm variations in tumor MG and MP polarization states and its dependency on tumor microenvironmental factors.

## Introduction

Tumor-associated stromal cells like endothelial, mesenchymal and infiltrating inflammatory cells play an important role in tumor pathogenesis. Among these, myeloid-derived cells are abundant in tumors and have been shown to promote tumorigenesis, angiogenesis and invasion [1]. A class of these cells, designated as myeloid-derived suppressor cells (MDSC), possess immunosuppressive properties that facilitate immune escape based on local microenvironmental factors [2]. MDSCs, however, do not represent a single cell population, but are composed of immature myeloid cells at different stages of cell differentiation. These cells can suppress the immune response by several mechanisms, including the production of arginase 1 (Arg1), which decreases the level of L-arginine that is critical for normal T cell function. Lower levels of arginine are known to reduce T cell receptor chain expression and to promote T cell dysfunction. These cells also secrete nitric oxide and reactive oxygen species which are capable of inducing T cell suppression [3].

In gliomas, myeloid-derived cells are mostly represented by resident microglia (MG) that migrate into the brain during early development, or by infiltrating tumor macrophages (MPs) that arise from circulating monocytes. Although other myeloid cells such as neutrophils and other granulocytes are also present in gliomas, infiltrating MG and MPs (referred to as tumor-associated macrophages or TAMs) have received recent attention due to their involvement in glioma escape from anti-angiogenic agents [4]. As components of the innate immune system, TAMs express a variety of factors that constantly alter tumor microenvironment. These cells can produce proinflammatory molecules such as TNFα, IL1β, and CXCL10 that can both activate antitumor immune responses and support tumor angiogenesis and invasion [5–10]. TAMs may also secret immunosuppressive cytokines like IL-10 and TGFβ and matrix-degrading enzymes like MMP2, MMP9, MT1-MMP and cathepsins that promote glioma invasion, immune escape and angiogenesis. So far, most TAM characterization studies have grouped glioma MG and MP as a single cell population, and the contribution of each cell type to glioma microenvironment has been more difficult to evaluate due to overlapping phenotypic and functional similarities.

In this study, to evaluate potential variations in MG and MPs function in gliomas, we isolated these cells (and other MDSC) from GL261 murine gliomas based on flow cytometry staining characteristics [11]. A genome-wide microarray expression analysis demonstrated significant upregulation of Arg1 in both tumor MG and MPs as compared to circulating monocytes. These studies also suggested significant similarities in gene expression profiles between tumor MG and MP. In contrast to MPs, however, Arg1 expression in resident MG was delayed and occurred later during tumor growth and was independent of TAM infiltration into gliomas. Evaluation of human tumor specimen also confirmed Arg1 expression in both TAMs and other myeloid-derived cells such as neutrophils. These findings confirm dynamic changes in TAM polarization that is dependent on tumor microenvironmental factors and highlights variations in the contribution of MDSCs to the immunosuppressive glioma milleu.

## Materials and Methods

### Reagents and cell lines

Luciferase-expressing GL261 glioma cells (GL261-Luc) were obtained from Dr. Karen Aboody's laboratory in 2006 and were generated as described before [12]. Luciferase-expressing KR158B cells (or K-Luc), an invasive glioma cell line that was derived from spontaneous gliomas in *Trp53/Nf1* double-mutant mice in Dr. Tyler Jacks laboratory, was a generous gift from Dr. John Sampson in 2011 [13]. Both GL261-Luc and K-Luc cells were cultured in DMEM medium supplemented with 10% FBS (BioWhittaker, Walkersville, MD), 100 U/mL penicillin-G, 100 μg/mL streptomycin and 0.01 M Hepes buffer (Life Technologies, Gaithersburg, MD) in a humidified 5% CO2 atmosphere, and their tumorigenicity was authenticated by histological characterization of intracranial gliomas in syngeneic C57BL/6J mice.

### Tumor implantation

Mice were housed and handled in accordance to the guidelines and approval of City of Hope Institutional Animal Care and Use Committee under pathogen-free conditions. All mice were on C57BL/6J background. *CX*_*3*_*CR*_*1*_^*GFP*^ Knock-in mice that express EGFP under control of the endogenous Cx3cr1 locus were purchased from Jackson Laboratory (Sacramento, CA). CD11b-TK^mt-30^ mice, a generous gift from Dr. JP Julien, were bred at our institution and PCR genotyped by using Genotyping DNA preparation Kit (Bioland Scientific LLC). Intracranial tumor implantation was performed stereotactically as described before [14]. Briefly, GL261-Luc or K-Luc glioma cells were harvested by trypsinization, counted, and resuspended in culture medium. Female C57BL/6 mice (Jackson Laboratory, Bar Harbor, ME) weighing 15–25 g were anesthetized by intraperitoneal administration of ketamine (132 mg/kg) and xylazine (8.8 mg/kg) and implanted with 10^5^ tumor cells using a stereotactic head frame at a depth of 3 mm through a bur hole placed 2 mm lateral and 0.5 mm anterior to the bregma.

All mice were housed and handled in accordance to the approved guidelines of City of Hope Institutional Animal Care and Use Committee under pathogen-free conditions.

During experiments, animals were monitored daily. Animals displaying excessive pain or discomfort were given appropriate analgesic treatment (Buprenex 0.05–0.1mg/kg SQ/ approximately 0.13–0.2mL) if necessary. For the survival experiments, animals that exhibited mild to moderate signs of distress (hunched, ruffled, decrease in activity, and body weight loss up to 20%) were monitored closely (at least daily) for up to 3 consecutive days to determine if the signs were transient and due to the inflammatory response or chemotherapy treatment. If at 3 days, the mice are still exhibiting one of the mentioned signs, they were euthanized by CO2. If at any time animals had a seizure, could not reach food or water (due to impaired ambulation, for example), were unable to remain upright, or lost greater than 25% body weight, they were euthanized immediately.

### Flow cytometry analysis and FACS sorting

Tumors, spleen and blood samples from mice were harvested and examined by flow cytometry as described previously [15]. Briefly, tissue was minced, digested with trypsin (20 minutes at 37°C) and filtered through a 40 μm filter and prepared using Fixation/Permeabilization solution according to the manufacturer’s instructions (BD Pharmingen. San Diego, CA). For *ex vivo* staining, tumor Multiple-color FACS analyses was performed at City of Hope FACS facility using a 3-laser CyAn immunocytometry system (Dako Cytomation, Fort Collins, CO) and data was analyzed using FlowJo software (TreeStar, San Carlos, CA) as described before [15]. PerCP-conjugated anti-mouse CD11b (Cat: 557235) was purchased from BD Pharmingen (San Jose, CA). APC-conjugated anti-mouse CD11b (Cat: 17-0012-82) were purchased from eBioscience (San Diego, CA). The primary rabbit-anti-mouse Arginase I was purchased from Thermo Scientific (Waltham, MA). Secondary goat anti-rabbit-FITC (Cat: sc-2012) and secondary goat anti-mouse-FITC (Cat: sc-2010) were purchased from Santa Cruz Biotechnology (Santa Cruz, CA).

For human studies, tumor and blood samples from patients undergoing craniotomy were collected under an Institutional Review Board (IRB)-approved protocol (IRB 07074). Written consent for tissue collection was obtained from every patient. Samples were analyzed by FACS on the day of surgery following Percoll isolation.

### Microarray and bioinformatic analysis

FACS sorted cells were collected and total RNA was isolated using TRIzol (Invitrogen). The Affymetrix GeneChip Mouse Gene 1.0-ST array (Affymetrix, Santa Clara, CA) was used to define gene expression profiles from the samples. Synthesis and labelling of cDNA targets, hybridization and scanning of GeneChips were carried out by the Microarray Core Facility at the City of Hope. Due to the limited starting material, we used a modified two-cycle amplification protocol. Briefly, cRNA was generated using 10ng total RNA according to the manufacturer's protocol by using Affymetrix's GeneChip Whole Transcript Sense Target Labeling Assay in the first cycle of amplification. The cRNA was subjected to RiboMinus kit (Invitrogen, Carlsbad, CA) to remove rRNA. The resulted cRNA was used as the template for another round of amplification using the sense target labeling assay kit. Hybridization cocktails containing 5.5 μg of fragmented, end-labeled cDNA were prepared and applied to GeneChip Mouse Gene 1.0 ST arrays. Hybridization was performed for 16 hours, and the arrays were washed and stained with the GeneChip Fluidics Station 450 using FS450_0007 script. Arrays were scanned at 5-μm resolution using the Affymetrix GCS 3000 7G and GeneChip Operating Software v. 1.4 to produce.CEL intensity files.

The complete dataset has been submitted to the gene expression omnibus data (GEO) public database at NCBI, and the accession number is GSE77208.

### Immunofluorescence staining

Frozen brain sections were prepared from naive and tumor-bearing mice. Immediately after harvest, brains were fixed in paraformaldehyde for four hours before storage in 30% sucrose solution. Brains were embedded in O.C.T. (Tissue-Tek) and 10 μm sections were cut with a cryostat (Leica Microsystem Inc., Bannockburn, IL). Prior to immunofluorescence staining, slides were baked at 37°C and permeabilized in methanol for 15 minutes. After an hour block, slides were incubated with Arginase I (1:100, Goat anti-mouse, Santa Cruz Biotechnology) primary antibody for 2 hours. Slides were then washed with PBS three times for 5 minutes and incubated with secondary antibody (Rabbit anti-goat Alexa Fluor 555, 1:100 dilution Life Technologies, Carlsbad, CA) for another hour. Tissue sections were mounted in Vectashield mounting medium containing 4060-diamidino-2-phenylindole (DAPI) (Vector, Burlingame, CA), imaged with AX-70 fluorescent microscopy (Leica Microsystems Inc., Bannockburn, IL) and prepared by Zeiss LSM Image Browser software.

Human tumor samples were obtained from the biospecimen repository at City of Hope. Immunohistochemical stains were performed on 4 μm sections cut from formalin-fixed and paraffin embedded tumor (FFPET) blocks and stained with a rabbit anti-human Arg1 monoclonal antibody (Clone SP156, BD Transduction Laboratories) at 1:1500 dilution following a 30 minute steam retrieval in DEVA buffer. Double immunostains were performed utilizing a mouse anti-human CD163 monoclonal antibody (Clone 10D6, Vector laboratories, used at 1:100 dilution) and developed using secondary antibodies from Biocare medical. Four separate fields were used to quantify Arg1^+^ TAMs (CD163^+^) and neutrophils (identified by segmented nuclei).

### Bone marrow transplantation

To develop chimeric mice, lethally-irradiated recipient mice (two doses of 550 cGy every four hours) were injected via tail vein with 5 × 10^6^ bone marrow (BM) cells freshly collected from donor mice [14]. The donor mice were euthanized and BM cells were aseptically harvested by flushing femurs with Dulbecco's PBS (DPBS) containing 2% fetal bovine serum. The samples are combined, filtered through a 40 μm nylon mesh, centrifuged, and passed through a 25 gauge needle. Recovered cells were resuspended in DPBS at a concentration of 5 × 10^6^ viable nucleated cells per 200 μL. All animals were given autoclaved water with sulfatrim from 2 days prior and up to 2 weeks after transplantation. Six to eight weeks after transplantation, mice were implanted with intracranial GL261 gliomas. For MP depletion studies, WT/CD11b-TK^mt-30^ chimeric mice were treated with ganciclovir (GCV, 50 mg/kg, i.p. once every other day) four times prior to tumor implantation and until the tissue was harvested.

### Statistical processing of microarray data

Raw intensity measurements of all probe sets were background corrected, normalized and converted into expression measurements using the Affymetrix’s Expression Console v1.1.1. The Bioconductor “ArrayTools” package was then used to identify the genes differentially expressed between the samples. The corresponding p-values were adjusted using the false discovery rate (FDR) method to control the multiple comparisons of large number of genes. Significant genes were selected with a cut-off of adjusted p<0.01 and log2 ratio of 2. Genes were selected from Arginase pathways and analyzed using Partek Genomic Suite [16, 17].

Statistical comparison in all different experimental conditions was performed with the GraphPad Prism software using two-way analysis of variance (ANOVA) or Student’s t-test. A P value of less than 0.05 was considered significant.

## Results

### Characterization of tumor infiltrating immune cells in GL261 gliomas

To evaluate the influence of tumor progression on immune cell recruitment, i.c. GL261 gliomas were harvested at different time points after implantation and the proportion of inflammatory cells were quantified by flow cytometry (Fig 1). As predicted, the frequency of tumor-infiltrating cells exhibiting MDSC phenotype (i.e. CD11b^+^Gr1^+^) increased with tumor progression (Fig 1A). Conversely, systemic percentage of CD11b^+^Gr1^+^ cells either decreased (blood) or remained unchanged (spleen) with tumor growth. Further, the frequency of CD4^+^ T lymphocytes expressing the transcription factor FoxP3, a marker of regulatory T cells (Treg), did not significantly change in the tumor microenvironment or in the spleen, but modesty increased in the blood of tumor-bearing mice (Fig 1B). Glioma progression was also associated with an increase in the frequency of both tumor-infiltrating and circulating NK and CD8^+^ cells, but the expression of the activation marker, CD107a, by these cells remained unchanged (Fig 1C). These findings are consistent with concurrent evolution of an immunocompromised tumor microenvironment coupled with systemic immune suppression associated with GL261 progression.

**Fig 1:**
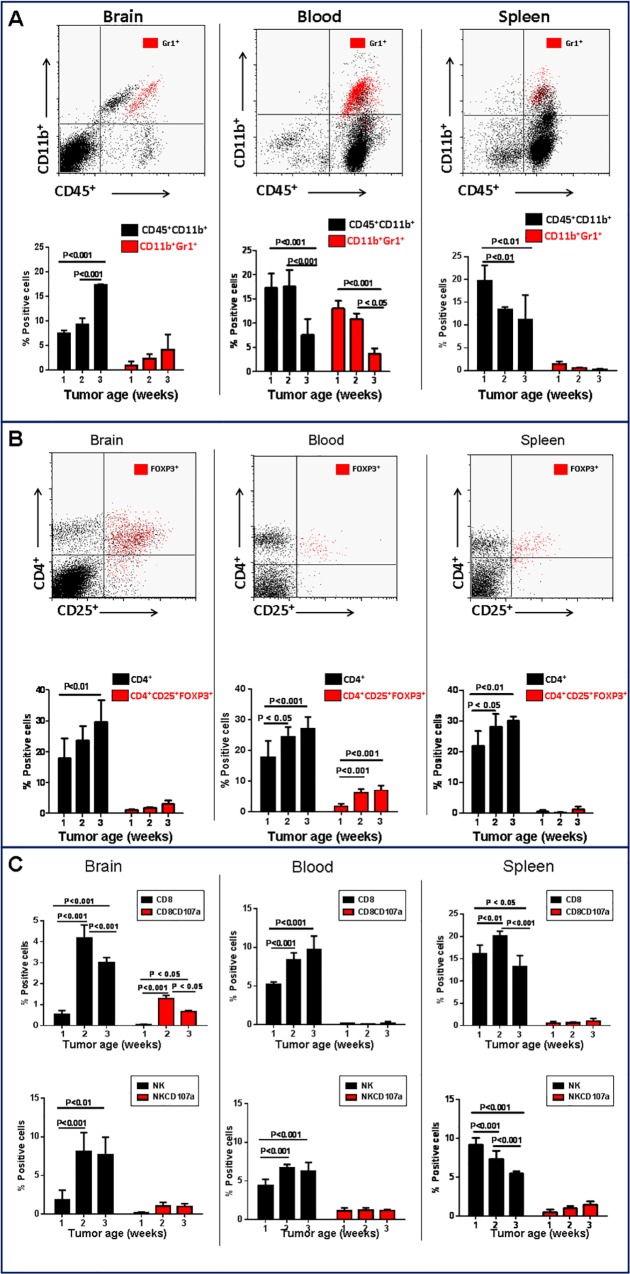
Changes in frequency of immune cell populations during glioma progression. The frequency of different immune subsets was evaluated in brain, blood and spleen during progression of intracranial GL261 gliomas over a three-week period. **A)** Flow cytometry analysis of CD11b^+^CD45^+^ myeloid cells and CD11b^+^Gr1^+^ (marker of myeloid derived suppressor cells). B) Flow cytometry analysis of CD4^+^CD25^+^Foxp3^+^ and **C)** CD8^+^ T and NK cell. Data is representative of two separate experiments. n = 3 mice/group ± SD.

### Gene expression analysis of myeloid-derived subtypes

We reasoned that tumor progression may affect the phenotypic and functional characteristic of infiltrating myeloid cells. To address this hypothesis, an Affymetrix gene array analysis was performed using flow-sorted naïve and tumor-associated myeloid cells (MG: CD11b^+^/CD45^low^; MP: CD11b^+^/CD45^high^) [11]. 

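The array data came from 12 Affymetrix Mouse Gene ST arrays, 1 for each of 12 flow-sorted populations. They were MG and MP from normal and from GL261 tumor brains, Gr1+ and Gr1- cells from tumor brains and from the blood of tumor-bearing mice, and blood macrophage populations named high and low from tumor-bearing and normal mice. GL261 is a mouse glioma line that grows in the brains of C57BL/6 mice. The sample labels give an age of 7 weeks for the mice of all 12 arrays and 2 weeks of growth for the tumors. The paper's text does not state the time of the arrays. Each condition has 1 array, so there are no replicates of a condition and no comparison of 2 arrays could be tested. A log2 fold is the difference of 2 arrays, and the number of arrays limits its precision.
The authors corrected, normalized and summarized the probe intensities in Affymetrix's Expression Console, and the deposited values are on the log2 scale with a lowest linear signal of 1. The values were used as deposited, over 19938 genes with the brightest probe set of each. Rescaling the arrays moved the median log2 fold of all genes by more than 0.1 in some comparisons. As deposited, this median was -0.09 for tumor MG against normal MG, 0.12 for tumor MP against normal MP, -0.22 for normal MP against normal MG, -0.07 for blood Gr1+ against Gr1- cells, -0.72 and -0.07 for tumor against normal blood macrophage high and low, and 0.22 for tumor MP against blood macrophage high of tumor-bearing mice. Background was set on each array at the 95th percentile of 1027 olfactory receptor genes, and 11.2% to 39.1% of genes lay above it, with a median of 32.1% and the lowest share on the normal blood macrophage high array. The SD of the olfactory receptor genes' log2 folds was 0.35 between tumor MP and tumor MG, 0.41 between tumor and normal MG and 0.39 between tumor and normal MP. Gene lists for cell types and pathways were fixed before the data were examined, but after Table 1, Fig 2A and S1 Table had been read, whose values come from these arrays. A percentile beside a list's median log2 fold is its place among the medians of 10000 random lists of the same size and expression.
The marker lists differed between the sorted arrays. The median log2 value of 17 microglia markers was 12.65 on normal MG, 10.93 on normal MP, 11.76 on tumor MG and 11.82 on tumor MP. The 14 markers of monocytes and cells derived from them were at 7.07 and 10.89 on normal MG and MP, and at 10.12 and 10.28 on tumor MG and MP. Of 22 neutrophil markers, 15 lay above background on normal MP, 3 on tumor MP and 15 on blood Gr1+ cells. Of 13 NK cell markers, 8 lay above background on tumor Gr1- cells and 0 on tumor Gr1+ cells.

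**Figure D1:**
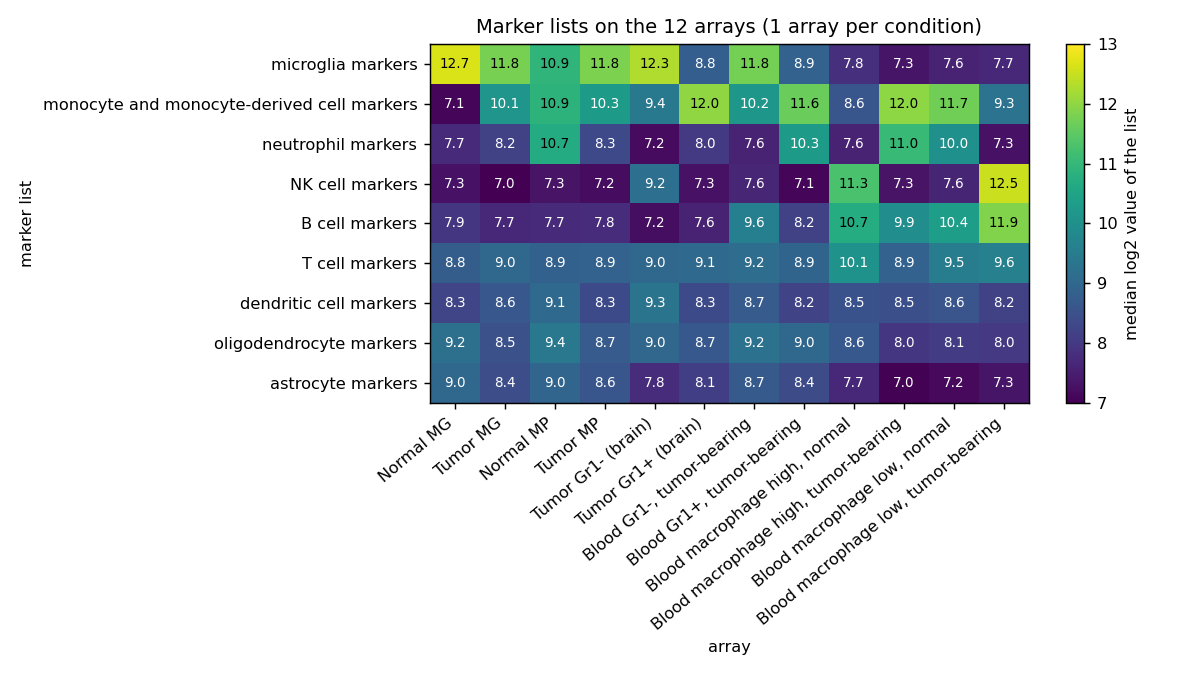
Median log2 value of each cell type marker list (vertical axis) on each of the 12 arrays (horizontal axis), with the color scale in log2 units. Microglia markers were highest on normal MG, at 12.65, and neutrophil markers were at 10.69 on normal MP and 8.33 on tumor MP.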

A large number of transcripts of genes involved in inflammation were upregulated in TAMs and Gr1^+^ cells (S1 Table). 

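Genes of the interferon response were higher in tumor MG, tumor MP and Gr1+ cells than on the array each was compared with. Of 17 measured interferon-stimulated genes, 16 were at least 2-fold higher in tumor MG than in normal MG, 11 in tumor MP than in normal MP, 13 in tumor Gr1+ than in tumor Gr1- cells and 15 in blood Gr1+ than in blood Gr1- cells, and none was 2-fold lower in these 4 comparisons. The list's median log2 folds were 2.54, 1.23, 1.36 and 1.41, each above all 10000 random lists. The blood Gr1- array was close to tumor MP, with a Pearson's r of 0.962 over all genes. Its cells are in question, so blood folds here and below cannot be read as differences among circulating cells. Irf7, a transcription factor of the interferon response, had a log2 fold of 4.09 in MG, and Zbp1, a sensor of nucleic acids, had 1.85 in MP. Of 22 cytokines and chemokines, 14 were at least 2-fold higher in MG, 9 in MP, 7 in tumor Gr1+ cells and 5 in blood Gr1+ cells, while 6 were lower in tumor and 4 in blood Gr1+ cells and none in MG or MP. Cxcl9, a chemokine for T cells, had log2 folds of 4.19 in MG and 3.52 in MP. Cxcl13, which attracts B cells, had 4.15 in MG and 3.95 in MP, but -3.65 in tumor and -4.77 in blood Gr1+ cells. The list of 16 genes of inflammatory signalling had 8 members at least 2-fold higher in MG, 2 in MP, 8 in tumor Gr1+ and 8 in blood Gr1+ cells, with 1 lower in MG and none lower elsewhere. Its medians were 0.95, 0.33, 0.99 and 1.08, the second at percentile 98.8 and the others above all random lists. Clec4e, a receptor for microbial and damage signals, had 3.27 in tumor Gr1+ cells. Of 8 genes of MHC class II presentation, 6 were at least 2-fold higher in tumor MG than in normal MG, with a median of 4.00 at percentile 100 and 5.44 for H2-Aa, and none in tumor MP than in normal MP, where the median was -0.29 at percentile 1.85. Their level was alike on tumor MG and MP, at 11.74 and 11.82, and differed on normal MG and MP, at 7.68 and 12.10. Without members below background on both arrays, the median in MG was 5.12. With values below background raised to that level, the log2 fold in MG was 2.14 for Irf7, 2.44 for Cxcl9, 1.98 for Cxcl13 and 3.20 for H2-Aa. Treated in the same way, it was in MP 2.33 for Cxcl13. In tumor Gr1+ cells it was then 1.24 for Clec4e and -1.10 for Cxcl13. In blood Gr1+ cells it was -2.57 for Cxcl13.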

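Over all 19938 genes, 487 were at least 2-fold higher and 719 lower in tumor MG than in normal MG. Rescaling changed this balance to 538 higher and 512 lower with the arrays centred on their medians, 658 higher and 540 lower after quantile normalization and 556 higher and 438 lower after cyclic loess normalization. In tumor MP, 328 genes were at least 2-fold higher and 714 lower than in normal MP, with 234 higher and 890 lower after cyclic loess normalization. Tumor Gr1+ cells had 574 higher and 1020 lower genes than tumor Gr1- cells. Blood Gr1+ cells had 638 and 859 against blood Gr1- cells, with 822 higher and 663 lower after median centring. Among genes above background on at least 1 of both arrays, 274 were higher and 342 lower in MG, 149 and 513 in MP, 424 and 624 in tumor Gr1+ cells and 491 and 481 in blood Gr1+ cells.
Cell type markers differed along with these genes. In tumor MG, 12 of 14 markers of monocytes and their descendants were at least 2-fold higher than in normal MG, with log2 folds of 4.46 for Fn1, an extracellular matrix protein, and 3.81 for Plac8. At the same time 8 of 17 microglia markers were at least 2-fold lower, with -2.39 for the lysophospholipid receptor Gpr34 and -1.46 for the purinergic receptor P2ry12. In tumor Gr1+ cells, 13 of 14 monocyte markers were higher than in Gr1- cells, led by Vcan at 5.13 and F13a1 at 4.54. All 17 microglia markers were at least 2-fold lower in Gr1+ than in Gr1- cells in the tumor (median -3.54, percentile 0) and in the blood (median -2.80, percentile 0). As the cells on the blood Gr1- array are in question, the blood median cannot be read as a difference among circulating cells. The 13 NK cell markers had 12 members at least 2-fold lower in tumor Gr1+ cells, with -4.06 for the granule protease Gzma, and 1 in blood Gr1+ cells. Of the 13, 8 lay above background on tumor Gr1- cells and 0 on tumor Gr1+ cells, so some of the 12 were below background on both arrays. On blood Gr1+ and blood Gr1- cells 0 lay above background. In blood Gr1+ cells, 17 of 22 neutrophil markers were at least 2-fold higher, with 5.72 for the chemokine receptor Cxcr2 and 5.10 for the granule protein Ngp, and in tumor Gr1+ cells 7 were, where 18 of the 22 lay below background on both arrays. For the MG genes here, raising dim values to background gave 2.76 for Fn1 and 0.89 for Plac8. For the tumor Gr1+ genes it gave 1.86 for Vcan, 2.51 for F13a1 and -1.28 for Gzma. For the blood Gr1+ genes it gave 3.55 for Cxcr2 and 3.29 for Ngp.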

Genes involved in anti-inflammatory responses were also upregulated, including a nine-fold increase in Arg1 expression (Table 1). 

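Genes of alternative activation went in both directions. Of 17 M2 markers, 4 were at least 2-fold higher and 1 lower in tumor MG (median 0.28, percentile 99.98), with 1 higher and 8 lower in tumor MP (median -0.60, percentile 0, and -1.32 without members below background on both arrays). Msr1, a scavenger receptor, had a log2 fold of 3.38 in MG. The transglutaminase Tgm2 had 2.25 in MG and 2.59 in MP. In MP, the hemoglobin scavenger receptor Cd163 had -4.31, the lectin Mgl2 -3.27 and the chitinase-like protein Chil3 -3.18. Other genes fell with them, with -5.67 for Lyve1. Of 22 neutrophil markers, 15 lay above background on normal MP and 3 on tumor MP. Different cells in the normal and tumor MP sorts and a change within cells were therefore not told apart for these genes. In tumor Gr1+ cells 6 of the M2 markers were higher and 2 lower, with 3.04 for Ccl24. Of 15 M1 markers, 8 were higher in MG, 6 in MP and 6 in tumor Gr1+ cells, with 1 lower in Gr1+ cells and none in MG or MP. The medians of this list were 1.15, 0.88 and 0.63, each above all random lists. Of 13 genes of immune checkpoints and suppression, 5 were higher in MG, 2 in MP and 4 in tumor Gr1+ cells, with medians of 0.15 (percentile 96.1), 0.57 (percentile 99.98) and 0.50 (percentile 99.98). Cd274, which encodes PD-L1, had 2.23 in MG and 2.35 in MP. Il10 and Tgfb1, genes of suppressive cytokines, had -0.13 and -0.75 in MG and 0.41 and -0.14 in MP. With the background level as the floor, the log2 fold in MG was 0.55 for Msr1, 1.66 for Tgm2 and 0.63 for Cd274. Il10 lay below background on both arrays. In MP it was then -2.31 for Cd163, -1.71 for Mgl2, -2.33 for Chil3 and 1.15 for Cd274. There too, Il10 lay below background on both arrays.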

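The genes of Table 1, whose values come from these arrays, were summarized as 3 lists. Of 14 genes of the inflammatory response, 4 were at least 2-fold higher in tumor MG and none lower, and in tumor MP 2 were higher and 3 lower. Il1b, a proinflammatory cytokine, had a log2 fold of 3.07 in MG and 0.88 in MP, and Tnf was 4.44-fold higher in MG with a log2 fold of 0.74 in MP. Igf1, a growth factor, had -1.50 in MP, and Il6 had -1.59 in tumor Gr1+ cells while below background on both arrays. Of 6 angiogenic factors, Vegfa alone was at least 2-fold higher, with 1.58 in MG, 1.22 in MP and 1.89 in tumor Gr1+ cells, and Ang2 was lower in tumor Gr1+ cells at -1.43. Among the proteases, Mmp14, a membrane-bound metalloproteinase, had 1.66, 1.83 and 1.42. Mmp2 had 1.24 in MP and -1.85 in tumor Gr1+ cells. The median of the 3 proteases was 1.24 in MP and 1.42 in tumor Gr1+ cells, and -0.96 and -0.21 without members below background on both arrays. Raising values below background to it gave a log2 fold in MG of 1.28 for Il1b and 0.35 for Tnf. Vegfa lay below background on both arrays in MG. The same floor gave in MP 0.31 for Vegfa. Mmp2 lay below background on both arrays in MP. In tumor Gr1+ cells this floor gave 0.84 for Vegfa, -0.60 for Ang2 and -0.14 for Mmp2.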

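Tumor MP and tumor MG had nearly equal values across genes. Pearson's r between both arrays was 0.975 over 19938 genes, and 68 genes differed at least 2-fold, 37 higher and 31 lower in MP. Among genes above background on at least 1 of both arrays, 1 gene differed that far, the small nucleolar RNA Snora52 at -2.43, named after its value was seen. Normal MP and normal MG differed at least 2-fold in 1488 genes, 868 higher and 620 lower in MP, with r = 0.854 over all genes and 0.600 over those above background. The split in normal cells was 1080 higher and 416 lower with median centring, 1117 higher and 421 lower with quantile and 1159 higher and 318 lower with cyclic loess normalization. Genes are not independent replicates, so these correlations describe the arrays.
S100a8 and S100a9, which encode the subunits of calprotectin, and the protease Mmp9 are abundant in neutrophils. In tumor MP against normal MP, S100a8 was 19.3-fold lower (log2 fold -4.27), S100a9 15.4-fold lower (-3.94) and Mmp9 13.3-fold lower (-3.74). Between tumor MP and tumor MG their log2 folds were -0.09, -0.10 and 0.41, all from values below background on both arrays. Between normal MP and normal MG they were 4.20, 4.64 and 4.09. In MG, S100a8 had a log2 fold of 0.02, S100a9 0.80 and Mmp9 -0.07 between tumor and normal, again below background on both arrays. The neutrophil list, which holds S100a9 itself, went the same way as these genes and is not independent evidence for them. Of 22 markers, 13 were at least 2-fold lower in tumor MP than in normal MP and none higher, with a median of -2.52 below all random lists, and -4.80 for the iron-binding protein Lcn2 and -4.72 for lactoferrin, Ltf. Without markers below background on both arrays, the list's median was -3.74. In normal MP against normal MG, 14 neutrophil markers were higher and none lower. Outside this list, Lyve1, a hyaluronan receptor, had the lowest log2 fold in tumor MP, -5.67. With dim values raised to the background level, the log2 fold in tumor against normal MP was -2.46 for Mmp9, -4.04 for Lcn2, -2.53 for Ltf and -4.05 for Lyve1. Between normal MP and normal MG it was 3.61 for S100a8, 3.67 for S100a9 and 2.26 for Mmp9.

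**Figure D2:**
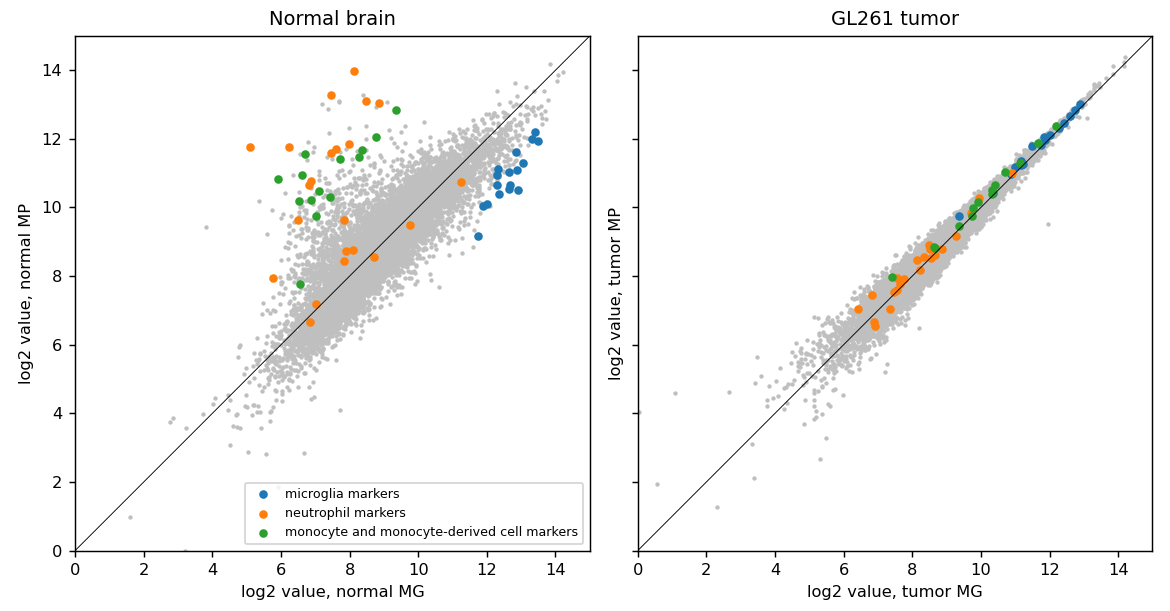
Log2 values on the MP array (vertical axis) against the MG array (horizontal axis) for all genes in gray and 3 marker lists in color, for normal brain on the left and GL261 tumor on the right. The genes spread around the diagonal in normal brain (r = 0.854) and lie along it in the tumor (r = 0.975).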

Interestingly, gene expression profiles of tumor associated MP and MG were similar with a few exceptions like S100A8/9 and MMP9 which were down regulated in tumor MP. These observations suggest that glioma progression was associated with changes in the phenotype and functional characteristics of myeloid-derived cells irrespective of their origin. 

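The genes that differed between tumor and normal cells were partly shared by MG and MP. Of the genes at least 2-fold higher in tumor MG or MP, 105 were higher in both, where independent lists of these sizes would share 8.01. Of the lower genes, 162 were lower in both, where independent lists would share 25.7. They included genes of other brain cells, such as Mbp, Mobp, Gja1 and Snap25. Mbp was at 12.60 and 12.70 on normal MG and MP, against 10.93 and 11.10 on tumor MG and MP. This overlap thus cannot be read as a response of MG and MP alone, and its share of such genes was not counted. Another 43 genes were higher in tumor MG and lower in tumor MP, and 18 the reverse. The tumor MG and tumor MP arrays were nearly equal (r = 0.975), so both folds set nearly the same tumor profile against a normal array. Overlap above that of independent lists, and opposite signs where the normal arrays differ, can follow from this alone. The counts therefore do not show that separate populations responded alike. Across all genes, the log2 folds of both populations had a Pearson's r of 0.231 and a Spearman's rho of 0.230, as a description of 4 arrays.
The shared higher genes included Cfb, complement factor B, with log2 folds of 3.58 in MG and 3.52 in MP, Acod1, which makes itaconate, with 3.47 and 3.11, and Cst7, a cysteine protease inhibitor, with 2.95 and 2.33. Lists of brain cell markers had medians below 0 in both, where the median of all genes in MG was below 0 as well. The 5 oligodendrocyte markers had medians of -0.73 in MG (percentile 0.395, 2 at least 2-fold lower) and -0.69 in MP (percentile 0.260, 2 lower). The 4 neuron markers had medians of -0.54 in MG (percentile 6.22, 1 at least 2-fold lower) and -0.98 in MP (percentile 0.160, 2 lower). The 5 astrocyte markers had medians of -0.19 in MG (percentile 30.1, 1 at least 2-fold lower) and -0.65 in MP (percentile 0.320, 2 lower). Mobp, a myelin protein, had -2.13 and -1.62, and Gja1, an astrocyte connexin, had -1.88 and -2.16. Other lists differed in direction. Microglia markers had a median of -0.98 in MG, below all random lists, and 0.83 in MP, above all random lists, with 1.59 for the microglial transcription factor Sall1 in MP. Markers of monocytes and their descendants had 2.33 in MG, above all random lists, and -0.84 in MP, below all, with 4.27 for Ms4a4c in MG and -2.49 for angiotensin-converting enzyme, Ace, in MP. Ms4a4c went against the list's median in MP, where it had 1.07. Without members below background on both arrays, the monocyte median in MG was 3.19, and the brain cell lists had medians in MG and MP of -1.90 and -1.59 for oligodendrocytes, -1.34 and -1.06 for neurons and -1.44 and -1.59 for astrocytes. Whether MG and MP differ in these folds was not tested, since no replicate gives the spread of a fold. With the floor at background, the log2 fold in MG was 2.17 for Cfb, 0.62 for Acod1, 1.34 for Cst7, -0.83 for Gja1 and 1.72 for Ms4a4c. The corresponding values in MP were 2.77 for Cfb, 1.05 for Acod1, -1.53 for Gja1 and -1.24 for Ace.
From the genes higher in TAMs, the folds of Table 1 and the similarity of tumor MP and tumor MG, the paper proposes an association of glioma progression with changes in the phenotype and function of myeloid cells, whatever their origin.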

Because Arg1 was upregulated in both tumor MG and MPs, we next analyzed the expression of other associated genes in this pathway.

**Table 1:** Gene expression in GL261-associated myeloid derived cells.

	Tumor MG vs. Normal MG	Tumor MP vs. Normal MP	Gr-1+ vs. Gr-1-
**Inflammatory Response**			
Arg1	9.352	9.396	5.722
Csf1	1.93	2.056	-1.883
Ido1	1.152	1.194	1.131
Ido2	1.259	1.377	1.073
Ifng	-1.13	1.225	-1.209
Igf1	1.285	-1.954	-1.17
Il10	1.044	1.26	1.151
Il1b	6.557	1.968	2.134
Il6	-1.366	1.195	-1.961
Nos2	1.859	1.901	1.746
S100a8	1.535	-17.459	1.37
S100a9	1.811	-20.043	1.558
Stat3	1.323	1.388	1.401
Tgfb1	-1.541	-1.166	1.546
Tnf	2.209	1.471	1.108
**Angiogenic Factors**			
Vegfa	1.894	1.67	1.899
Vegfb	1.011	1.013	-1.349
Pdgfa	1.275	1.156	1.087
Fgf1	-1.22	-1.056	-1.069
Fgf2	-1.128	-1.063	1.076
Ang2	-1.065	-1.121	-1.097
**Proteases**			
Mmp9	1.012	-7.306	1.232
Mmp2	1.297	1.819	-1.748
Mmp14	3.028	3.09	2.531

MG: microglia; MP: macrophages

### Arginase expression in TAMs

The immunosuppressive function of specific subsets of MDSC depends on multiple mechanisms including the expression of Arg1. This enzyme is responsible for the depletion of the amino acid L-arginine from the microenvironment, which results in suppression of T lymphocytes [3]. Thus, the expression of several genes involved in Arg pathway was analyzed for TAMs (Fig 2A) and Gr1^+^ cells. 

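Of the gene cluster named here, 5 genes had a probe set of their own, namely Azin2, whose older name is Adc, with Nos2, Gch1, Asl and Got1. Ass1 shared its probe set with another symbol and was left out. The study chose these genes from the same arrays, so their direction here is not independent evidence. Nos2 makes nitric oxide from arginine, Gch1 makes its cofactor tetrahydrobiopterin, and Asl and Got1 take part in the resynthesis of arginine and in aspartate metabolism. All 5 had a log2 fold above 0 in tumor MG, tumor MP and tumor Gr1+ cells, and 4 of 5 did in blood Gr1+ cells. At least 2-fold higher were 2 in MG, 1 in MP, 2 in tumor Gr1+ and 2 in blood Gr1+ cells, and none was 2-fold lower. The cluster's median log2 folds were 0.42 in MG, at percentile 99.7, 0.38 in MP, at percentile 93.5, 0.46 in tumor Gr1+ cells, at 98.9, and 0.18 in blood Gr1+ cells, at 89.5. Nos2 had 1.15 in MG, 1.43 in MP, 1.25 in tumor Gr1+ and 1.88 in blood Gr1+ cells. Gch1 was at least 2-fold higher in MG and had 0.25, 1.71 and 1.03 in the other 3. Got1 had 0.32, 0.29, 0.06 and 0.17, Asl 0.42, 0.38, 0.46 and -0.53, and Azin2 0.29, 0.40, 0.43 and 0.18. Of the 5 genes, 4 lay below background on both arrays in MG, 4 in MP, 4 in tumor Gr1+ and 3 in blood Gr1+ cells. They were Azin2, Nos2, Gch1 and Asl, without Nos2 in blood. With the background of the blood arrays as the floor, the log2 fold was 0.51 for Nos2 in blood Gr1+ cells. Without these members the cluster's median in blood Gr1+ cells was 1.03, over Nos2 and Got1, and in the other 3 comparisons only Got1 was left.

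**Figure D3:**
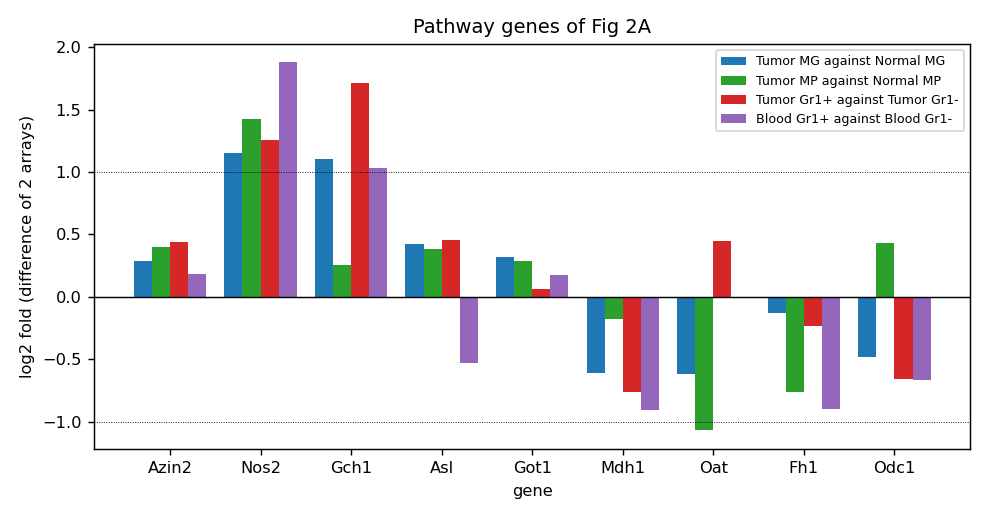
Log2 fold (vertical axis) of 9 pathway genes of Fig 2A (horizontal axis) in 4 comparisons of 2 arrays each, shown as colored bars. The bars of Nos2 reach 1.88 in blood Gr1+ cells, and those of Got1 stay at or under 0.32 in all 4.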

There was uniform upregulation of this gene cluster (which included Adc, Nos2, Ass1, Gch1, Asl and Got1) in both tumor-associated MP and MG and Gr1^+^ cells (Fig 2A). Blood and tumor-associated Gr1^-^ cells, however, expressed lower levels of these genes. This finding confirms that circulating Gr1^+^ cells are a major contributor to Arg1^+^ cells in this glioma model. However, to assess changes in TAM Arg1 expression with tumor growth, Arg1 expression was also analyzed in myeloid cells at different stages of tumor progression. 

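The median log2 value of the 5 cluster genes was 8.67 on tumor Gr1+, 8.14 on tumor Gr1-, 8.67 on blood Gr1+ and 8.35 on blood Gr1- cells. Each of these medians lay below the background of its array. Got1 was at 10.41 and 10.34 in the tumor and at 10.38 and 10.21 in the blood, and differed by less than the SD of the olfactory receptor genes in both tissues. The 4 other pathway genes of Fig 2A, namely Mdh1, Oat, Fh1 and Odc1, which carry ornithine, polyamine and malate metabolism, had medians of -0.45 in tumor and -0.78 in blood Gr1+ against Gr1- cells. Odc1, the first enzyme of polyamine synthesis, had -0.66 and -0.67. Both Gr1- arrays carried microglia markers, all 17 above background, with medians of 12.30 in the tumor and 11.76 in the blood, against 8.79 and 8.88 on the Gr1+ arrays. Mbp, a myelin gene, was at 11.16 on blood Gr1+ and 11.49 on blood Gr1- cells, against 8.96 on blood macrophage high of tumor-bearing mice.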

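Gr1+ cells of tumor and blood were compared with each other as well. Both Gr1+ arrays had an r of 0.935 across genes, with 204 genes at least 2-fold higher and 592 lower in the tumor, and 136 and 232 among genes above background on at least 1 of both arrays. The share of all genes that far apart, 3.99%, was no larger than that of the olfactory receptor genes, 4.58%. M2 markers were higher in tumor Gr1+ cells, 5 of 17 at least 2-fold with a median of 0.42 above all random lists, and 2.30 for the mannose receptor Mrc1 and 1.97 for Pdcd1lg2, which encodes PD-L2. Slc7a2, which carries arginine into cells, had 1.87, and Gatm, which uses arginine to make a creatine precursor, had 1.88. Neutrophil markers were lower, 16 of 22 at least 2-fold with a median of -2.14 below all random lists, and -4.66 for S100a9 and -4.46 for Cxcr2. B cell markers were lower as well, 4 of 10 at least 2-fold with a median of -0.67 at percentile 0. Without markers below background on both arrays, these medians were -2.85 for neutrophils and -2.05 for B cells. Abundant genes of other brain cells had lower log2 values in tumor than in blood Gr1+ cells too. Mbp was at 9.41 against 11.16, Mobp at 8.66 against 10.53 and Slc1a2 at 9.70 against 11.35. Snap25, at 7.63 against 8.53, and Gja1, at 8.12 against 8.40, lay below background on both arrays. The blood Gr1+ values of Mbp, Mobp and Slc1a2 were close to those on tumor MP, at 11.10, 10.42 and 11.34. They were above those on blood macrophage high of tumor-bearing mice, at 8.96, 6.52 and 7.25. The blood Gr1+ array thus carried genes of other brain cells as well. Its contrast with tumor Gr1+ cells therefore cannot be read as one of tumor cells with circulating cells alone. Inflammatory signalling genes had a median of -0.35 at percentile 0.0100, with -1.79 for the prostaglandin synthase Ptgs2. A floor at background gave a log2 fold of -4.02 for S100a9 and -3.56 for Cxcr2.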

Using a previously described flow cytometry characterization method (15), we evaluated the expression of Arg in different TAM subpopulations. As expected, tumor growth was associated with enhanced expression of Arg1 in total leukocytes (Fig 2B). While tumor associated CD11b^+^/CD45^high^ (MPs) were a small component of total Arg1^+^ cells (only 10–20%), almost 90% of these cells expressed Arg1. In contrast to MPs, CD11b^+^/CD45^low^ cells (primarily MG) did not express Arg1 initially, but eventually with tumor growth, most MG became Arg1^+^ (Fig 2B). In summary, these findings suggested that secretion of tumor factors resulted in migration of Arg1^+^ cells from the blood and upregulation of Arg1 expression by local CNS MG. To check if migrating Arg1^+^ MPs differentiated into Arg1^+^ MG, we next generated chimeric mice models with differential gene expression in MG and MP cell populations.

**Fig 2:**
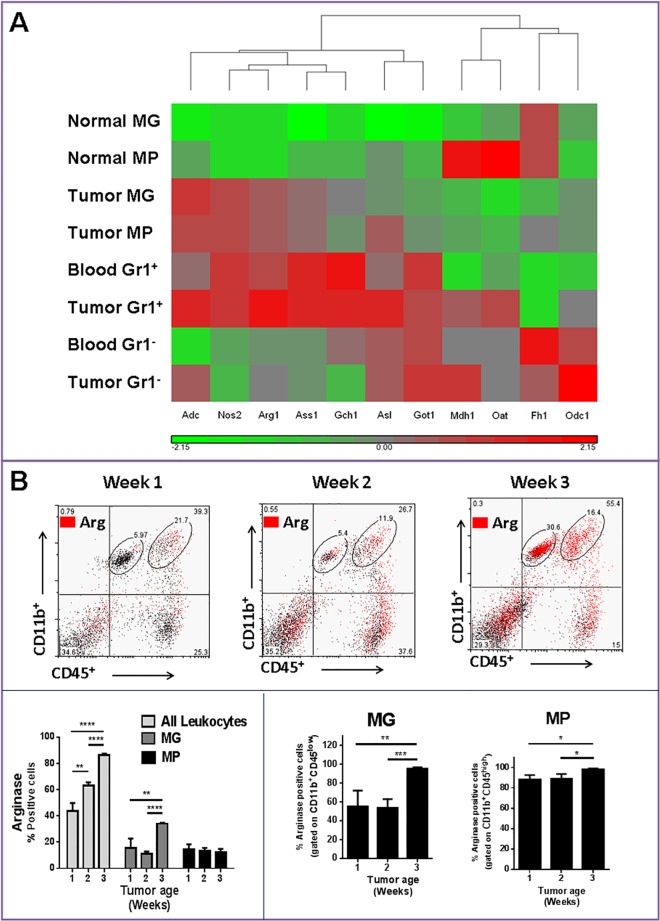
Upregulation of the arginase pathway in tumor infiltrating microglia (MG) and macrophages (MP). **A)** Heat map showing clustering of genes involved in the arginase pathway. All genes shown are upregulated or down regulated more than two fold in tumor-bearing compared to control animals. Grey indicates no change in gene expression, whereas red and green indicate an increase or decrease in expression, respectively, relative to control normal mice. **B)** Flow cytometry analysis of arginase 1 (Arg) expression in MG/MP population during glioma progression. Data is representative of two separate experiments. n = 3–4 mice/group ± SD.

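Of the heat map, 9 genes were standardized to a mean of 0 and an SD of 1 over its 8 arrays. The cluster of Azin2, Nos2, Gch1, Asl and Got1 had a median standardized value of -1.43 on normal MG and -0.53 on normal MP, 0.06 on tumor MG and 0.75 on tumor MP, 1.04 on tumor Gr1+ and 0.96 on blood Gr1+ cells, and -0.95 on tumor Gr1- and 0.20 on blood Gr1- cells. Over all 12 arrays, the value for normal MG was -0.64. Azin2, Gch1 and Asl lay below background on all 8 arrays, and Nos2 on all but blood Gr1+ cells. Scaling to an SD of 1 widens small differences, as for Azin2, which ran from 8.14 to 8.83. These standardized medians therefore carry little information. Mdh1, Oat, Fh1 and Odc1 had a median of 0.97 on normal MP and -0.09 on tumor MP, and of 0.41 on normal MG and -0.81 on tumor MG. In each of 4 comparisons, tumor with normal MG, tumor with normal MP and Gr1+ with Gr1- cells of tumor and of blood, 2 of the 9 genes differed at least 2-fold. Oat, which degrades ornithine, was the only one of these genes at least 2-fold lower, with a log2 fold of -1.07 in tumor MP, and -0.69 with its dim value raised to background, which is under 2-fold.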

### Arg expression in chimeric models

TAMs in gliomas are a heterogeneous cell population that are mainly derived from CNS MG and circulating myeloid cells such as monocytes. In order to evaluate the contribution of each cell type to tumor immunosuppression through Arg1 expression at the initial stages of tumor growth, chimeric mice were generated prior to tumor implantation. The feasibility of this technique was first assessed by cross transplanting BM from WT into *CX*_*3*_*CR*_*1*_^*GFP*^ mice. After recovery, recipient mice were implanted with GL261 tumors and analyzed by flow cytometry and histochemistry 10 days later. Tumor MG (i.e. CD11b^+^/CD45^low^ cells in Fig 3A), mostly remained within the margin of the tumor (Fig 3B, GFP^+^ cells) and were Arg1 negative. Most of the Arg1^+^ cells in this model were in the tumor mass itself (Fig 3B). In the reverse transplantation experiments, where WT recipient mice were transplanted with *CX*_*3*_*CR*_*1*_^*GFP*^ BM, tumor MPs were identified as CD11b^+^/CD45^high^ cells (Fig 3C) and appeared to infiltrate into the tumors (Fig 3D, eGFP^+^ cells). Although many of MPs expressed Arg1, other tumor-infiltrating cells were also Arg1^+^. These cells most likely represented other CD11b^-^Arg1^+^ leukocytes that were also detected by flow cytometry (Fig 2B).

**Fig 3:**
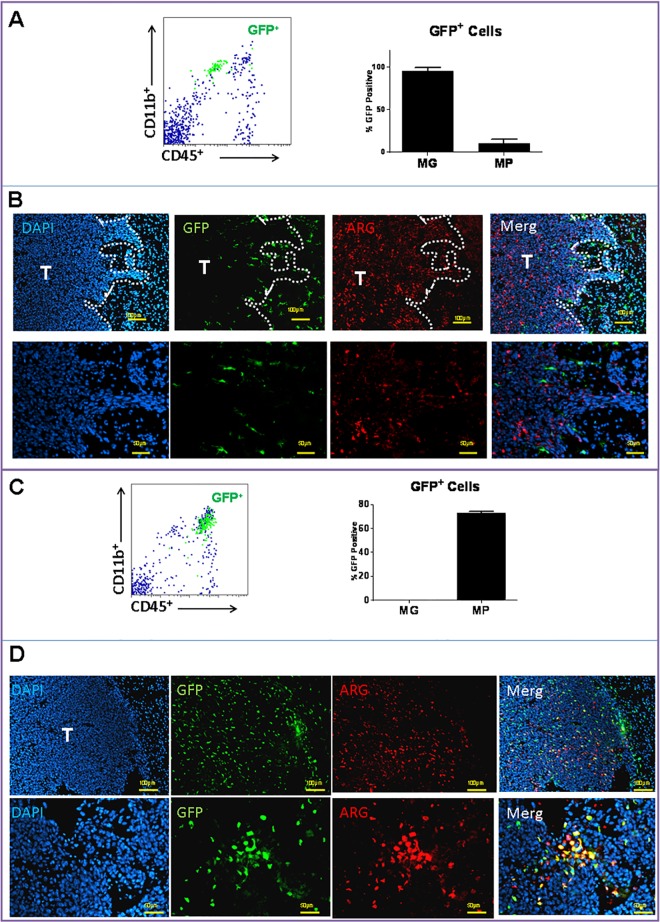
Arginase 1 expression in chimeric mice. Bone marrow cross transplant experiments were performed between donor wild-type (WT) and recipient *CX*_*3*_*CR*_*1*_^*GFP*^ mice. After recovery, mice were implanted with intracranial GL261 tumors and analyzed by **A)** flow cytometry and **B)** histochemistry 10 days later. Tumor-associated microglia (MG), identified as CD11b^+^/CD45^low^ (A) and GFP^+^ cells (B), were located around tumor periphery and were mostly Arg1^-^. In the reverse transplantation experiments, WT recipient mice were transplanted with *CX*_*3*_*CR*_*1*_^*GFP*^ bone marrow prior to tumor implantation. **C)** Glioma-associated macrophages (MP) were identified as CD11b^+^/CD45^high^ and **D)** as GFP^+^ cells and were mostly Arg1^+^. n = 3 mice/group ± SD.

Expression of Arg by TAMs was also confirmed in the invasive K-Luc glioma model (Fig 4). Here, MG were located at the tumor edge and did not express high levels of Arg1 (Fig 4A). Most of the Arg1 expression was seen in infiltrating MPs (Fig 4B), which were more prevalent in this model than the GL261 gliomas (Fig 3D).

**Fig 4:**
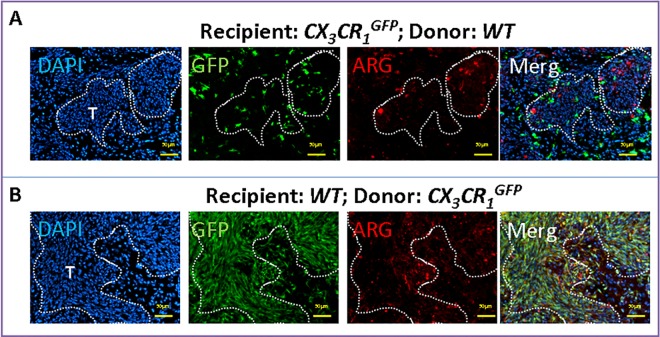
Arginase 1 expression in invasive K-Luc gliomas in chimeric mice. Bone marrow transplant experiments between wild-type (WT) and *CX*_*3*_*CR*_*1*_^*GFP*^ mice were performed. After recovery, mice were implanted with K-Luc tumors and analyzed by histochemistry 10 days later. **A)** In *CX*_*3*_*CR*_*1*_^*GFP*^ recipient mice, microglia were identified as GFP^+^ cells that were Arg1^-^ and surrounded the tumor edge. **B)** In WT recipient mice, GFP^+^ macrophages were mostly Arg1^+^ and infiltrated into the tumor mass.

### Effect of MP depletion on MG Arg expression

To evaluate if the increase in MG Arg1 expression in larger three-week tumors (Fig 2B) was due to differentiation of circulating Gr1^+^ cells into MG or due to tumor microenvironmental influence on resident MG, chimeric models were generated but instead of *CX*_*3*_*CR*_*1*_^*GFP*^, CD11b-TK^mt-30^ mice were used as donor BM. CD11b-TK^mt-30^ mice is a unique mouse model in which the mutant herpes simplex virus type 1 (HSV-1) *TK*^*mt-30*^ gene is expressed under the control of the CD11b promoter, and therefore, is expressed by MG, MPs and monocytes [18]. Treatment of the transgenic mice with GCV (a thymidine kinase inhibitor) eliminated MPs without significantly altering MG population (Fig 5A and 5B). Similar to WT mice, tumor MG in control animals that had undergone BM transplantation without GCV therapy expressed Arg1 within 1 week of tumor implantation and the proportion of Arg1^+^ MG increased with tumor growth (Fig 5C). Interestingly, when MPs were depleted with GCV therapy, MG continued to express Arg1 (Fig 5C). These findings suggest that phenotypic changes in MG in larger tumors were due to local release of tumor factors and not differentiation of Arg1^+^ MP into MG.

**Fig 5:**
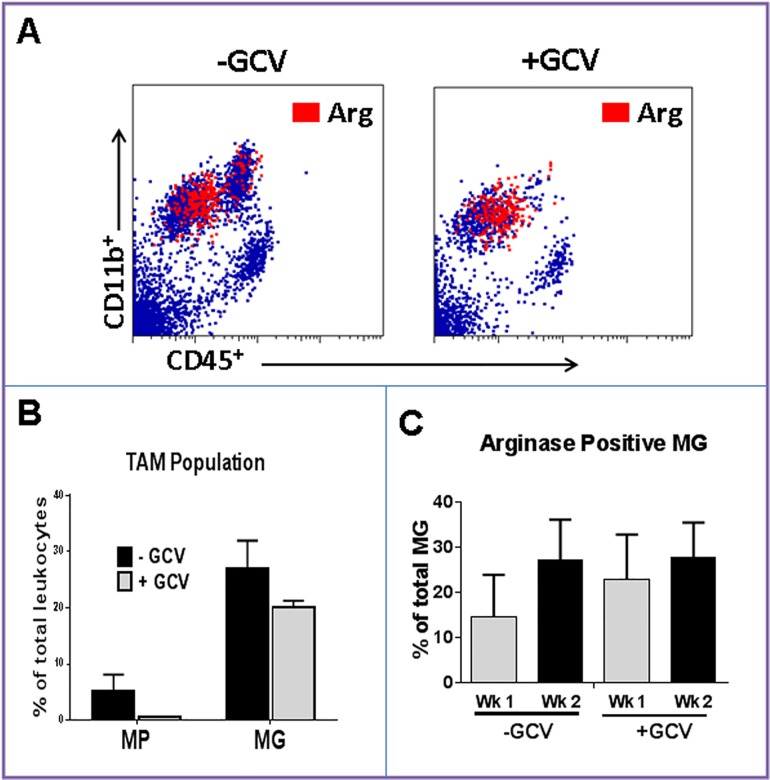
Effect of MP depletion on MG arginase 1 expression. Mice were transplanted with CD11b-TK^mt-30^ bone marrow to generate chimeric mice. After recovery, they were treated with either ganciclovir (+GCV) or PBS (-GCV) and then implanted with intracranial GL261 gliomas. Two weeks later, brains were analyzed by cytometry. **A)** Representative dot plots and **B)** quantification of tumor-associated macrophages (TAM) demonstrating depletion of macrophages (MP, CD11b^+^/CD45^high^) in GCV-treated mice. **C)** Flow cytometry analysis of arginase 1 (Arg) expression demonstrating expression of Arg by tumor-associated microglia (MG) after macrophage (MP) depletion. Data is representative of two separate experiments. n = 3 mice/group ± SD.

### Arg expression in human tumors

To confirm Arg1 expression in human tumors, freshly isolated tumor samples were collected from patients undergoing tumor resection and evaluated by flow cytometry and Arg1 histochemistry. The expression of Arg1 was variable among tumor samples. In UPN 100, a patient with newly-diagnosed glioblastoma, flow cytometry demonstrated that most Arg1 expression was in CD11b^+^/CD45^+^ or CD45^-^ tumor-infiltrating leukocytes. (Fig 6A). Tumor histology showed a glioblastoma, characterized by dense tumor areas with interspersed foci of necrosis associate with neutrophils (Fig 6A). Also, numerous interspersed CD163^+^ cells (TAMs) were seen in the tumor mass. Immunohistochemical assessment for Arg1 expression also highlighted numerous tumor-infiltrating leukocytes of predominant neutrophilic lineage (Fig 6A). In UPN 110 (recurrent glioblastoma), Arg1 was detectable in all tumor-infiltrating leukocytes by flow cytometry (Fig 6B). Tumor histology showed recurrent glioblastoma, with less frequent interspersed TAMs and rare Arg1^+^ cells of predominant neutrophilic lineage (Fig 6B). Analysis of six additional newly-diagnosed glioblastoma tissue samples revealed that TAMs were more prevalent than neutrophils, but nearly all of these cells were Arg1^-^. In contrast, every intravascular or intraparenchymal tumor-associated neutrophil was strongly Arg^+^ (Fig 6C). These findings reveal significant heterogeneity in the expression of Arg1 in tumor-infiltrating leukocytes. In addition to TAMs, infiltrating neutrophils appeared to a major contributor to Arg1^+^ cells.

**Fig 6:**
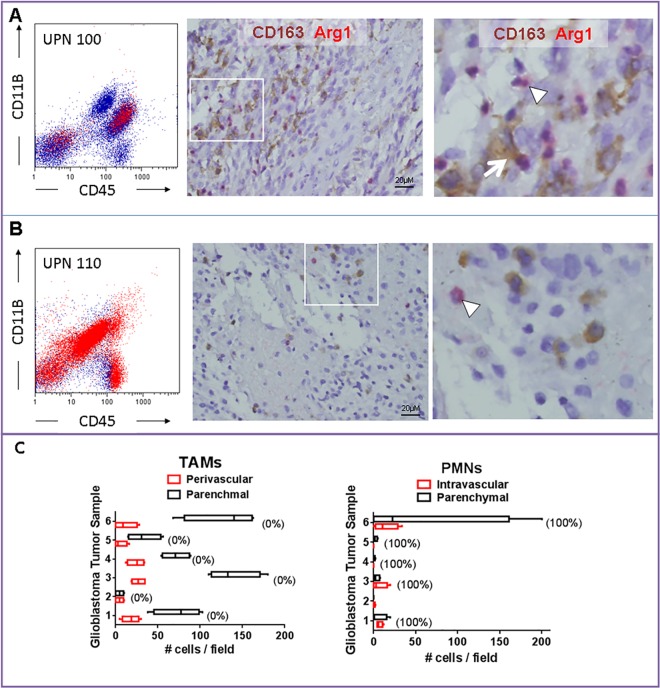
Arginase 1 expression in human malignant glioma samples. Representative tumor tissue from patients with glioblastoma demonstrating heterogeneity of arginase 1 (Arg1) expression by infiltrating inflammatory cells. **A)** In UPN100 (newly diagnosed glioblastoma), both tumor-associated macrophages (TAMs, CD163^+^, arrow) and granulocytes (arrowhead) expressed Arg1. **B)** Most Arg1^+^ cells in UPN110 (recurrent glioblastoma) displayed segmented nuclei characteristic of granulocytes (arrowhead). **C**) Analysis of six additional newly-diagnosed glioblastoma tumor samples revealed that TAMs were more prevalent than neutrophils (PMNs), but nearly all of these cells were Arg1^-^. Numbers in parentheses represent percent Arg1^+^ cells is each cell population.

## Discussion

Gliomas are heavily infiltrated by cells of myeloid origin that actively support tumor growth, angiogenesis, invasion and immune evasion [19]. In gliomas, myeloid-derived cells are mostly represented by resident MG and infiltrating MPs. Although these cells are collectively referred to as TAMs, they represent a diverse cell population with potentially different functions. Here, using transgenic mice models we have confirmed that glioma MPs (i.e. CD11b^+^/CD45^high^ cells) mostly arose from circulating Gr1^+^ cells and expressed Arg1 (an M2 marker) shortly after trafficking into tumors. In contrast, tumor MG (i.e. CD11b^+^/CD45^low^ cells) were typically located around tumor edge and expressed Arg1 later during tumor progression. To our knowledge these findings are the first to demonstrate differences in Arg expression between these two cell types in gliomas.

Polarization of TAMs is important to tumor progression. Mounting evidence suggests that glioma-infiltrating MG/MP may promote tumor growth by facilitating immunosuppression of the tumor microenvironment through different mechanisms including Arg1 expression. In small tumors, resident CNS MG accounted for a small fraction of Arg1-expressing cells, however, as tumor progressed, the proportion of Arg1^+^ MG increased. Furthermore, polarization of MG in larger tumors was not dependent on trafficking of circulating myeloid cells, but a function of tumor growth. In the brain, MG can mitigate the tumor-forming capacity of brain tumor initiating cells that contribute to the genesis or recurrence of gliomas, but that capacity is lost when tumors become established [20]. Our findings are consistent with these reports and suggest alterations in MG polarization with tumor growth. Although we did not evaluate specific factors responsible for MG phenotypic conversion in this model, a number of cytokines such as IL-4 and IL-13 can induce Arg1 expression in murine leukocytes. Kohanbash et al showed that GM-CSF secreted by gliomas played a central role in upregulating the expression of IL-1Ra on myeloid cells, which in turn, mediated IL-13-induced production of arginase [21].

Our gene expression analysis, suggested significant similarities between tumor-infiltrating MG and MP in established GL261 gliomas. However, distinct topographic distribution of each cell type within tumors, may suggest different biological functions. In contrast to MPs which were found within hypoxic tumor core, MG were located at the periphery. Role of hypoxia in pro-angiogenic TAM trafficking has been well documented and hypoxia can fine tune the biological activity of M2-like MP subpopulation [22]. Thus, MPs appear to be more involved with angiogenesis and growth of “bulky” component of the gliomas. In contrast, location of MG at the tumor edge is consistent with their role in tumor invasion. In later stages of tumor progression, MG are able to stimulate glioblastoma cell invasion via EGF or MT1-MMP secretion [8, 23]. Expression of Arg1 by these cells at later stages of tumor growth also suggest their role in suppressing the immune response at the tumor edge.

In addition to TAMs, other leukocytes also expressed high levels of Arg1 in both mouse glioma models. These findings were confirmed in human glioma samples where most Arg1^+^ cells were in fact neutrophils and not TAMs. These observations are consistent with other reports demonstrating the presence of circulating suppressive neutrophils in patients with malignant gliomas [24]. Furthermore, the pattern of Arg1 expression by leukocytes may be different in humans than rodents. Although Arg1 is expressed by MP and neutrophils in mice, in humans, Arg1 appears to be expressed only in neutrophils [25]. Therefore, in human glioblastoma, neutorphils may play a more active role in Arg1-mediated local immunosuppression.

Our findings also have clinical implications. Because most Arg1^+^ cells were located within tumor mass, it is possible that a significant contributor to the local tumor immunosuppression can be alleviated through tumor debulking. In fact, previous immunotherapy trials in glioblastoma patients have confirmed best results in patients that undergo a “gross-total” tumor resection. Although it was not examined here, tumor debulking may also abate tumor immunosuppressive signals and reverse the expression of Arg1 by MG surrounding the tumors.

In summary, we have shown significant similarities in gene expression profiles of MG and MPs in an established intracranial glioma model. Although both MG and MP expressed genes that were associated with both M1 and M2 phenotype, polarization of resident CNS MG appeared to occur later during tumor progression. Whether removal of the tumor mass results in reversal of MG polarization will be investigated in future studies.

## Supporting Information

S1 Table Gene expression analysis between Gr1^+^ and Gr1^-^ groups in mouse brain tissue. Partek analysis of gene expression fold change between Gr1^+^ and Gr1^-^ groups. Only genes with fold change difference of at least 2 were included.
(XLS) Click here for additional data file.

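S1 Table sets brain tumor Gr1+ against Gr1- cells, and 721 of its 897 entries matched 1 gene on the arrays, taking the probe set with the nearest fold where a gene had several. Of the table's entries, 371 have a positive and 526 a negative fold. All 17 microglia markers are in the table with negative folds, as are 9 NK cell and 8 cell cycle genes. With positive folds it holds 14 interferon-stimulated genes, 13 monocyte markers and 9 genes of hypoxia and glycolysis. Slfn4, a gene of the Schlafen family, had a log2 fold of 5.01 here, the coagulation factor gene F10 4.46, the microglial transporter gene Slco2b1 -4.51 and the microglial transcription factor Sall1 -4.20. The matched entries name 670 different genes, and some genes fill several entries. From the deposited values, 720 of the 721 entries had the direction of the table and 712 were at least 2-fold apart in it. The fold was within 1.5 times the table's for 540 entries (74.9%) and larger for 635. Across these entries the log2 folds had a Pearson's r of 0.975 with the table's, and the comparison of blood Gr1+ with blood Gr1- cells had 0.883. The cells on the blood Gr1- array are in question, and over all genes it had an r of 0.949 with tumor Gr1- cells. The table's genes were chosen on these arrays, so the counts per list are not independent evidence. Taking the probe set with the nearest fold also favours agreement with the table for genes with several. With dim values raised to background, the log2 fold was 3.34 for Slfn4, 3.69 for F10, -3.28 for Slco2b1 and -3.45 for Sall1.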

How the deposited data were processed for this re-analysis (not part of the article)

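Flow-sorted cell populations of mouse brain and blood were measured on Affymetrix Mouse Gene ST arrays, with 1 array per condition and 12 arrays in all. Mice with GL261 gliomas gave 8 arrays and normal mice 4, and brain gave 6 and blood 6. Conditions were taken from the sample labels and the row names of Fig 2A.

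The authors amplified RNA in 2 cycles, scanned the arrays and made expression values in Affymetrix's Expression Console, and the submitters' notes name RMA without its version or settings. The deposited values are log2 of a linear signal held in steps of 0.01 with a lowest value of 1. The 75th percentiles of the arrays ran from 9.40 to 9.73, so the arrays do not share 1 distribution. The annotation release and the genome build are not stated.

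The table holds 28944 probe sets. Of these, 21789 carry 1 gene symbol, 1621 several and 5534 none, and the last 2 groups were left out. The 999 genes with several probe sets were represented by the brightest over all arrays, which left 19938 genes. A gene of the paper is not reported here and was left out of the gene lists, the figures and the comparisons with the paper's values. Values were not rescaled or filtered. Each of 10 comparisons is the difference of 2 arrays, and genes at least 2-fold apart were counted. The methods of the paper name adjusted p-values, which a comparison of 2 single arrays cannot give, so these comparisons carry no p-value. Tests over arrays of several populations, added after the results were seen, are given with the alternatives.

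Signal was set against a background level per array, from 8.93 to 10.09 on the log2 scale, taken from olfactory receptor genes. A gene below it on both arrays of a comparison is called below background there, and its fold carries little information. The spread of log2 folds over olfactory receptor genes and over 58 ribosomal protein genes served as a yardstick of noise between 2 arrays, which is not a replicate error. The 32 gene lists hold 396 members, of which 369 were measured, and were written after reading Table 1, Fig 2A and S1 Table, whose values come from these arrays. Random lists were drawn from 20 expression bins with a fixed seed. Genes were named by a rule set together with the lists, which takes the genes of Table 1, Fig 2A and the results text, the 10 genes with the largest log2 fold each way per comparison among those whose brighter array is above background, and up to 4 members of each list discussed. A few genes outside this rule are named in the text as chosen after their values were seen or as members of both lists of genes shared by MG and MP.

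The computation was tested on simulated data for tumor against normal MG, where 99.0% of 200 genes changed by a log2 value of 2 were recovered as 2-fold higher or lower and 1.61% of unchanged genes passed. On the real arrays of this comparison 4.58% of the olfactory receptor genes were at least 2-fold apart, against 6.05% of all genes. In the other comparisons this share ran from 1.17% for tumor MP against tumor MG to 58.2% for blood macrophage high. In 3 comparisons it was above the share of all genes, namely these 2, where all genes had 0.341% and 50.6%, and tumor against blood Gr1+ cells, with 4.58% against 3.99%. Alternatives were median centring, quantile and cyclic loess normalization, the mean of a gene's probe sets, only genes above background, other fold thresholds, a floor at background, standardization over all arrays and a lower percentile for the background. Python 3.11.15 with numpy 2.4.6, pandas 2.3.3 and scipy 1.17.1 and R 4.3.3 with limma 3.58.1 were used.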

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

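The tests on the blood Gr1- array and the test of low signal on the normal blood macrophage high array were chosen after the result had been seen. The readings of the Ptprc test and of the blood Gr1- tests were changed after their values were known.

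Tumor MG and tumor MP arrays were nearly equal while normal MG and MP differed, and the folds of some lists had opposite signs in MG and MP. The lists weighed are those whose medians were at least 0.5 in size and outside the middle 95% of random lists in both: microglia markers had medians of -0.98 in MG and 0.83 in MP, and markers of monocytes and their descendants 2.33 and -0.84; the difference itself was not tested. Incomplete separation of the CD45 gates was examined with Ptprc, the CD45 gene, whose log2 difference of tumor MP from tumor MG was 0.0322, inside the middle 95% of olfactory receptor genes (-0.67 to 0.65), and the normal difference of 0.63 lay above its own band, which ends at 0.31, as the prediction asked; but the wider tumor band would also hold a difference of 0.63, so a gap as wide as in normal cells would not have been recognised, and for this reason a first reading in its favour was withdrawn. Convergence of both populations in the tumor predicts that genes at least 4-fold apart in normal cells are no longer apart, and their slope was 0.00165 over 293 genes, which a mixture of both gates would give as well. Incomplete gates and convergence cannot be told apart with 1 array per population.

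The blood Gr1- array carried microglia markers at a median of 11.76, against 7.58 on normal blood macrophage low, and was nearer to tumor MP (r = 0.962, 163 genes at least 2-fold apart) than to blood macrophage high and low of tumor-bearing mice (r = 0.805 and 0.775). Brain RNA without brain cells is argued against, since microglia markers were higher on blood Gr1- than on blood Gr1+ cells by a median of 2.80 and each by at least 1.34, while 5 abundant genes of other brain cells (Snap25, Slc1a2, Gja1, Mbp and Mobp) differed by at most 0.55. Those 5 genes were higher on blood Gr1- cells than on blood macrophage high by a median of 2.54, above the middle 95% of olfactory receptor genes, which ends at 1.45, but on blood Gr1+ cells, with microglia markers at 8.88, they were higher by 2.20 as well, so this value decides neither for brain cells in the sample nor against circulating cells with microglial genes. A tumor brain sample alone under the blood label is argued against by the B cell markers, higher than on tumor MG by a median of 1.86, outside the middle 95% of random lists (-0.29 to 0.26), with 8 of 10 above background and a level of 9.59, where the 6 brain arrays had 1 or 2 and levels from 7.22 to 7.95. Brain cells in the sample beside blood cells and circulating cells with microglial genes cannot be told apart with 1 array.

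The blood macrophage high and low arrays, which the paper's results do not report, held opposite cell types in tumor-bearing and normal mice. NK cell markers had a median log2 fold of -4.04 in high and 4.99 in low, where their level was 12.52 against 7.63 on normal low. Low signal of the normal high array is argued against for the NK markers, since 12 of 13 lay above its background and not above that of the normal low array. These markers are part of the pattern itself. For the other lists low signal was not tested, and 11.2% of genes lay above background on this array, the lowest share. An exchange of the words high and low in 1 pair of arrays may account for the pattern: of 632 genes on no list and at least 4-fold apart in tumor-bearing mice, 97.3% differed the other way in normal mice, and arrays paired crosswise had r of 0.915 and 0.732 against 0.519 and 0.832 as labelled. A change of the gated cells with the tumor stays open, since it gives the same negative rho of -0.218 over 7979 genes as an exchange, and the cell marker behind high and low is not named.

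Other lists past the same limits had medians of opposite sign in tumor against normal blood macrophage high and low, and these differences were not tested. They were 3.01 in high and -1.47 in low for inflammatory signalling, 1.66 and -1.39 for interferon-stimulated genes, 1.29 and -0.54 for hypoxia and glycolysis, 1.33 and -0.68 for matrix proteases, 3.22 and -0.70 for immediate early genes, 2.68 and -1.61 for monocyte markers, and 3.42 and -2.00 for neutrophil markers.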

How the results depend on the processing

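The alternatives were fixed together with the gene lists, and where a value moved the cause was not tested. Counts of genes at least 2-fold apart stayed within 1.5 times the main count with the mean of a gene's probe sets in all 10 comparisons. With a threshold of 1.5-fold they became, higher and lower, 991 and 2689 in MG, 1612 and 1824 in MP, 1502 and 2310 in tumor Gr1+ cells, 1620 and 2450 in blood Gr1+ cells, 308 and 207 in tumor MP against MG, 1841 and 2919 in normal MP against MG, 1116 and 1677 in tumor against blood Gr1+ cells, 11010 lower in blood macrophage high, 1820 and 2692 in blood macrophage low and 4399 and 2370 in tumor MP against blood macrophage high. At 4-fold they became 153 and 22 in MG, 27 and 96 in MP, 109 and 226 in tumor Gr1+ cells, 121 and 116 in blood Gr1+ cells, 3 and 4 in tumor MP against MG, 262 and 31 in normal MP against MG, 11 and 97 in tumor against blood Gr1+ cells, 956 and 465 in blood macrophage high, 118 and 340 in blood macrophage low and 402 and 336 in tumor MP against blood macrophage high. Stricter and looser thresholds change a count by construction, as does leaving out genes below background on both arrays, with 274 and 342 in MG, 149 higher in MP, 624 lower in tumor Gr1+ cells, 481 lower in blood Gr1+ cells, 0 and 1 in tumor MP against MG, 279 lower in normal MP against MG, 232 lower in tumor against blood Gr1+ cells, 961 lower in blood macrophage high, 608 lower in blood macrophage low and 619 higher in tumor MP against blood macrophage high. Median centring gave 2306 lower in blood macrophage high, quantile normalization 1915 lower in blood macrophage high and 992 higher in tumor MP against blood macrophage high, and cyclic loess normalization 438 lower in MG, 318 lower in normal MP against MG, 1434 lower in blood macrophage high and 1096 higher in tumor MP against blood macrophage high. The difference of tumor MP from MG was 1 gene over genes above background, where normal MP and MG had r of 0.600 and 928 genes apart. The median of the Fig 2A cluster on normal MG, standardized over 12 arrays, was -0.64. With the 75th percentile as background, 37.6% of genes lay above it on the lowest array, 68.9% on the highest and 63.4% in the median. Of 1583 list medians under an alternative, 1235 moved by less than their spread, 342 by more and 6 changed sign. The sign changed without genes below background on both arrays, to -0.96 for Table 1 proteases in MP, -0.21 for Table 1 proteases in tumor Gr1+ cells, -0.43 for Table 1 proteases in tumor MP against blood macrophage high, -0.0270 for matrix proteases and inhibitors in MG, 0.91 for microglia markers in blood macrophage low and -0.0299 for neutrophil markers in MG. Of 477 log2 folds of named genes under an alternative, 406 moved by less than the SD of the olfactory receptor genes, 71 by more and 0 changed sign. The floor gave no value for 29 folds whose gene lay below background on both arrays, a limit set after these values were seen. Within a comparison, no paired analysis was possible because it sets 1 array against 1. Comparisons can be pooled with the population or tissue as a block, which asks for a change common to the populations and takes their differences as error, and limma fits of this kind were added after the results were seen. For tumor against normal, 4 pairs left 3 residual degrees of freedom, and 0 genes had a limma p under 0.05 after Benjamini-Hochberg adjustment, with a smallest adjusted p of 0.0866 and 811 genes under 0.05 unadjusted. Of these pairs 2 are blood macrophage high and low, whose labels may be exchanged and whose opposite folds may raise the error, and without them MG and MP alone, with 1 residual degree of freedom, had 5 genes higher and 0 lower at an adjusted limma p under 0.05 and 1792 under 0.05 unadjusted. For Gr1+ against Gr1- cells, 2 pairs, tumor and blood, left 1 residual degree of freedom, and 573 genes were higher and 1013 lower at an adjusted limma p under 0.05, where the blood Gr1- array is one whose cells are in question. Signal over background limits the rest, since a fold against a value below background is set by noise in that value.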

Differences from the paper's values

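Table 1 gives signed folds, in which a negative value is the size of a lower fold. Of 69 values compared, 26 differed from the deposited values by sign or by more than the SD of the olfactory receptor genes, which is no replicate error. The alternatives, set before the data were examined, were median centring, quantile normalization, cyclic loess normalization and a floor at background, while the mean of a gene's probe sets does not apply, since no gene compared has several. The floor was later limited, after values were seen, to genes above background on at least 1 array, and so was not run for 12 of the 26 values, namely Ido1, Il10, Il6, S100a8, Vegfa and Mmp9 in MG; Nos2 in MP; Il6, Nos2, S100a8, Fgf2 and Mmp9 in tumor Gr1+ cells. Of the 26 values, 7 differed by sign, some of them while within that SD of the paper's value. Each pair below names the alternatives that give the value the paper's sign and bring it within that SD. All others that were run leave a difference of sign or size.

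Ido1 was -1.08 in MG where the paper's value is 1.152, closed by quantile normalization and cyclic loess normalization. Igf1 was -2.83 in MP where the paper's value is -1.954, which no alternative run closed. Il10 was -1.09 in MG where the paper's value is 1.044, closed by cyclic loess normalization. Il6 was -1.93 in MG where the paper's value is -1.366, closed by median centring, quantile normalization and cyclic loess normalization, and -3.02 in tumor Gr1+ cells where the paper's value is -1.961, which no alternative run closed. Nos2 was 2.69 in MP where the paper's value is 1.901, closed by cyclic loess normalization, and 2.38 in tumor Gr1+ cells where the paper's value is 1.746, which no alternative run closed. S100a8 was 1.02 in MG where the paper's value is 1.535, which no alternative run closed, and 1.01 in tumor Gr1+ cells where the paper's value is 1.37, which no alternative run closed. Tnf was 4.44 in MG where the paper's value is 2.209, which no alternative run closed. Vegfa was 2.98 in MG where the paper's value is 1.894, which no alternative run closed, and 2.32 in MP where the paper's value is 1.67, closed by cyclic loess normalization, and 3.70 in tumor Gr1+ cells where the paper's value is 1.899, closed by a floor at background. Vegfb was -1.38 in MG where the paper's value is 1.011, which no alternative run closed, and -1.18 in MP where the paper's value is 1.013, which no alternative run closed, and -1.94 in tumor Gr1+ cells where the paper's value is -1.349, closed by a floor at background. Fgf1 was -1.65 in MG where the paper's value is -1.22, closed by median centring, quantile normalization and cyclic loess normalization, and 1.26 in MP where the paper's value is -1.056, which no alternative run closed, and -1.59 in tumor Gr1+ cells where the paper's value is -1.069, which no alternative run closed. Fgf2 was -1.22 in tumor Gr1+ cells where the paper's value is 1.076, which no alternative run closed. Ang2 was -1.88 in MG where the paper's value is -1.065, which no alternative run closed, and -2.69 in tumor Gr1+ cells where the paper's value is -1.097, which no alternative run closed. Mmp9 was -1.05 in MG where the paper's value is 1.012, closed by median centring, quantile normalization and cyclic loess normalization, and -13.3 in MP where the paper's value is -7.306, which no alternative run closed, and 2.85 in tumor Gr1+ cells where the paper's value is 1.232, which no alternative run closed. Mmp2 was -3.60 in tumor Gr1+ cells where the paper's value is -1.748, which no alternative run closed.

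Fig 2A is described as holding genes that differ more than 2-fold between tumor-bearing and control animals. Of 9 measured genes, 2 did in MG and 2 in MP. The paper describes the cluster as uniformly upregulated. All 5 members reported here were above 0 in MG, MP and tumor Gr1+ cells, and in blood Gr1+ cells Asl had a log2 fold of -0.53. The paper names S100A8/9 and MMP9 as exceptions to the similarity of tumor MP and MG. Their log2 folds between both tumor arrays were -0.09, -0.10 and 0.41, while against normal MP all 3 were lower in tumor MP, as the paper states.

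Ang2 was matched by its symbol, which in mouse names an angiogenin. Angpt2, the gene of angiopoietin 2, was below background and had log2 folds of -0.01 in MG, 0.28 in MP and -0.78 in tumor Gr1+ cells.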

Other observations

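Of 18 cell division genes, 8 were at least 2-fold higher in tumor MG than in normal MG, with 1 above background on normal MG and 8 on tumor MG. Their median was 0.88 at percentile 100, and Mki67 had 2.47. In Gr1+ against Gr1- cells 13 were at least 2-fold lower in the tumor and 11 in the blood. In tumor MP 1 was higher, Bub1, and the median was 0.09. Genes of hypoxia and glycolysis had medians of 0.83 in MG, 0.64 in MP, 1.21 in tumor Gr1+ and 1.01 in blood Gr1+ cells, each above all random lists. Pfkp, a glycolytic enzyme, had 1.98 in MG and 1.56 in tumor Gr1+ cells. Complement genes had medians of 0.20 in MG and 0.50 in MP, and -0.73 and -1.05 in tumor and blood Gr1+ cells, with -1.67 for C1qa in the tumor. Of 14 genes of lipid handling and phagocytosis, 6 were at least 2-fold higher in MG, with 2.94 for Axl, a receptor for dying cells, and 2 were higher and 1 lower in MP. Immediate early and stress genes had a median of 1.01 in MG and -0.35 in MP. Dusp1, a phosphatase induced by stress, had 1.60 in MG and -0.98 in MP. Raised to background where below it, the log2 folds in MG were 0.08 for Mki67, 0.74 for Pfkp and 2.00 for Thbs1.

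Tumor MP differed from blood macrophage high of tumor-bearing mice in 1715 higher and 1237 lower genes, with 1163 higher and 1741 lower after median centring, 992 higher and 1426 lower after quantile and 1096 higher and 1680 lower after cyclic loess normalization. All 17 microglia markers were at least 2-fold higher in tumor MP, with a median of 4.25, complement genes had 3.26 with 5.33 for C1qb, and 14 of 18 cell cycle genes were higher. Neutrophil markers had -2.57, monocyte markers -1.74 and B cell markers -1.61, and -4.05 and -2.28 were the neutrophil and B cell medians without markers below background on both arrays. With the value below background raised to it, C1qb had 4.01.

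Tumor against normal blood macrophage high had 3520 higher and 6564 lower genes, and 4912 higher and 2306 lower after median centring, 4896 higher and 1915 lower after quantile and 4562 higher and 1434 lower after cyclic loess normalization. As deposited, 50.6% of all genes and 58.2% of the olfactory receptor genes were at least 2-fold apart. Klra8, an NK cell receptor, had -6.13 (-5.24 after cyclic loess normalization) in high and 6.40 in low, and Csf3r, the G-CSF receptor, 6.29 and -6.09. With the floor at background these were in high -3.81 for Klra8 and 3.24 for Csf3r. In low they were 3.82 for Klra8 and -2.99 for Csf3r. Blood macrophage low had 656 higher and 1208 lower genes, and 872 higher and 903 lower after quantile normalization. B cell markers had a median of 1.27 in low and of -0.96 in high, where the median of all genes was -0.72. Erythroid and platelet markers had -1.14 in low.

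Of the other lists, T cell markers had medians of 0.12 in MG and 0.29 in MP, dendritic cell markers 0.15 and -0.11, endothelial markers 0.02 and 0.18, and the extended angiogenic factors -0.15 and 0.30, with 2.82 for thrombospondin 1, Thbs1, in MG. Matrix proteases and inhibitors had 0.32 in MG, or -0.0270 without members below background on both arrays, and 0.35 in MP. The female-expressed Xist lay above background on all arrays of these mice, from 10.79 to 12.62. Of the Y-linked genes Eif2s3y, Kdm5d and Uty, Kdm5d lay above background on 1 array, tumor-bearing blood macrophage high, at 9.09 against a background of 9.02, and was at 9.21 and 9.16 on normal blood macrophage high and low, under their background.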
